# Resolving METTL5 Specificity: Direct RNA Sequencing Reveals No Compelling Evidence for METTL5 mediated mRNA m6A Methylation in mESCs

**DOI:** 10.17912/micropub.biology.002169

**Published:** 2026-05-08

**Authors:** Samuel Le Cam, Magdalena Valenta, Robert Schneider

## Abstract

The methyltransferase-like 5 (METTL5) protein has been shown to catalyze m6A deposition on 18S ribosomal RNA. However, whether it also methylates mRNAs remains unclear. To address this, we employed direct RNA sequencing (ONT) for m6A detection on native mRNA molecules. We first validated the quantitative detection of m6A by ONT by treating mESCs with a METTL3 inhibitor. We then compared methylation levels of m6A sites between *Mettl5* -KO and WT mESCs. Our analysis provides no compelling evidence for METTL5 mediated mRNA methylation in vivo, indicating that its catalytic activity is restricted to rRNA.

**Figure 1. m6A profiling reveals no pronounced m6A loss upon Mettl5 deletion:** (A) Schematic representing ONT pipeline for m6A calling and experimental design. (B) Methylation levels (%) of individual m6A sites detected by ONT direct sequencing of mRNAs extracted from STM2457 treated and untreated (DMSO control) mESCs. Methylation levels (%) represent the number of reads with called m6A/total number of reads covering a given site. Red dots: m6A sites not responsive to STM2457 treatment. (C) Venn diagram of methylated sites (≥ 25%) identified in the two *Mettl5* -KO clones. (D) Methylation levels (%) of individual m6A sites detected on mRNAs from *Mettl5* -KO versus WT mESCs. Mean methylation values of two *Mettl5* -KO clones are plotted. (E) log2FC of m6A methylation levels at individual sites in the two *Mettl5* -KO clones (X and Y axis) compared to WT. Sites with increased or reduced m6A levels in both *Mettl5* -KO clones are highlighted in green and red, respectively. (B, D, E) Pearson correlation coefficients (R) are indicated. (F) Methylation levels of m6A mRNA sites in WT mESCs. M6A sites with reduced methylation levels in both *Mettl5* -KO clones are highlighted in red. Cut-off: 25% methylation. (G) log2FC of mean m6A load per transcript in the two *Mettl5* -KO clones over WT. Transcripts containing at least one reduced m6A site are highlighted in yellow. Transcripts with m6A load changes are highlighted in red. (H) Tracks of m6A levels (%) at *Smc4* exon 19, detected by ONT direct RNA sequencing. Bottom track: RefSeq gene annotation.

## Description

RNAs can be post-transcriptionally modified. Such modifications regulate all aspects of their function, including splicing, sub-cellular localization, stability, translation and interactions within ribonucleoprotein complexes (Motorin & Helm, 2011; Roundtree et al., 2017). Among those modifications, N6-methyladenosine (m6A) is the most abundant internal mRNA modification, present on a large set of transcripts, often on multiple sites. It has been suggested that the overall level of m6A on a given mRNA, referred to as m6A load, determines its functional impact, particularly on RNA half-life (Schwartz et al., 2014; Uzonyi et al., 2023). M6A deposition on mRNA is primarily catalyzed by METTL3 in complex with METTL14 and WTAP on DRACH motifs (D = A/G/U, R = A/G, H = A/C/U) (Liu et al., 2014; Ping et al., 2014; Wang et al., 2014). However, other m6A-depositing enzymes with more restricted substrate specificity have been identified. For example, ZCCHC4 methylates 28S rRNA on A4220 (Ma et al., 2019), while METTL16 targets U6 snRNAs and *Mat2a* mRNA at conserved hairpins, contributing to the regulation of S-Adenosyl Methionine (SAM) homeostasis (Pendleton et al., 2017). We and others have previously shown that METTL5 methylates 18S rRNA on A1832 (Ignatova et al., 2020; Leismann et al., 2020; Rong et al., 2020; Sepich-Poore et al., 2022; van Tran et al., 2019). This site is located in the decoding center of the ribosome, suggesting a role in fine-tuning translation (Rong et al., 2020).

However, it remains unclear whether these enzymes have additional targets, particularly on mRNA. For METTL5, such activity had been suggested *in vitro* (e.g. Ignatova et al., 2020). A major challenge in addressing this question is the limited quantitative nature and resolution of antibody-based methods such as methylated RNA immunoprecipitation (meRIP) which is widely used for transcriptome-wide m6A profiling (Sepich-Poore et al., 2022). To investigate the effects of *Mettl5* loss on m6A in mRNA, we used direct RNA sequencing by Oxford Nanopore Technologies (ONT) which allows quantitative m6A calling with single-nucleotide resolution on native mRNA molecules ( Figure 1A ).

We first assessed the accuracy and quantitative performance of ONT direct RNA sequencing for m6A detection. For this, we treated mouse embryonic stem cells (mESCs) with the METTL3 inhibitor STM2457 (Yankova et al., 2021). 

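The METTL3 inhibition dataset consisted of 2 direct RNA sequencing libraries from E14 mESCs, a mouse embryonic stem cell line, with 1 library per condition and no replicates. By the paper's methods these cells were modified, with reporters, a non-induced APOBEC1-YTH construct and a non-induced tag knocked in at the C-terminus of Mettl3. One culture was treated with 30 μM STM2457, a small-molecule inhibitor of METTL3, for 48 h, and the other with 0.025% v/v DMSO, the solvent. In direct RNA sequencing each native RNA molecule passes through a nanopore. The basecaller gives each adenosine of each read a call of m6A, of another modification such as inosine, or of unmodified A. The authors called modifications with dorado, aligned the reads to mm10 and deposited the read counts per genomic position from modkit pileup, together with the percent of valid calls that were m6A. The deposited positions were the same in both libraries, 471848 in number, each with at least 25 valid calls in each library. They held 71574467 valid calls for DMSO and 54051900 for STM2457, with a median coverage of 64 and 51 reads per position. Calls that failed the confidence filter made up 8.87% of all calls for DMSO and 8.85% for STM2457 and are not part of the methylation level. Of the positions, 97.96% lay on exons of GENCODE M21 transcripts linked to RefSeq, which stood in for the UCSC RefSeq exons of the methods, and the others were left out. A position was kept as an m6A site if more than 25 reads covered it in both libraries and its methylation level was 25% or more in at least one of them, which gave 6175 sites with a median coverage of 56 reads for DMSO and 49 for STM2457. Per-site differences were tested with Fisher's exact test, two-sided, on m6A calls and all other valid calls, with Benjamini-Hochberg adjustment over all sites. With 1 library per condition this test compares the libraries, not the conditions. Intervals are exact binomial 95% intervals and cover counting error only.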

We then sequenced mRNAs from STM2457-treated and DMSO-treated mESCs on a single flow cell using adaptor-barcoding for multiplexing (Van Der Toorn et al., 2025). Methylation calling was performed using the Dorado basecaller without restriction to DRACH motifs, to maximize the number of detected m6A sites. Sites were defined as methylated if covered by least 25 reads and with a methylation level above 25%. As expected, STM2457 treatment resulted in a strong decrease (mean=71.4%) in the modification level of m6A sites above threshold ( Figure 1B ). 

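Over the 6175 sites, the mean methylation level was 56.3% in DMSO and 16.2% in STM2457. The relative decrease, which is the fall in level divided by the DMSO level, had a mean of 72.0% over sites, with an SD over sites of 33.7 and a median of 79.9%. The level was lower in STM2457 at 5989 sites, or 97.0%. Fisher's exact test gave an adjusted p below 0.05 for a lower level at 5654 sites and for a higher level at 19 sites. Across sites, which are not independent replicates, the levels of both libraries had a Pearson correlation of 0.659 and a Spearman correlation of 0.671. The choice that moved the mean decrease most was the methylation threshold. With sites of 10% or more, the mean relative decrease was 44.3% over 15113 sites.

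**Figure D1:**
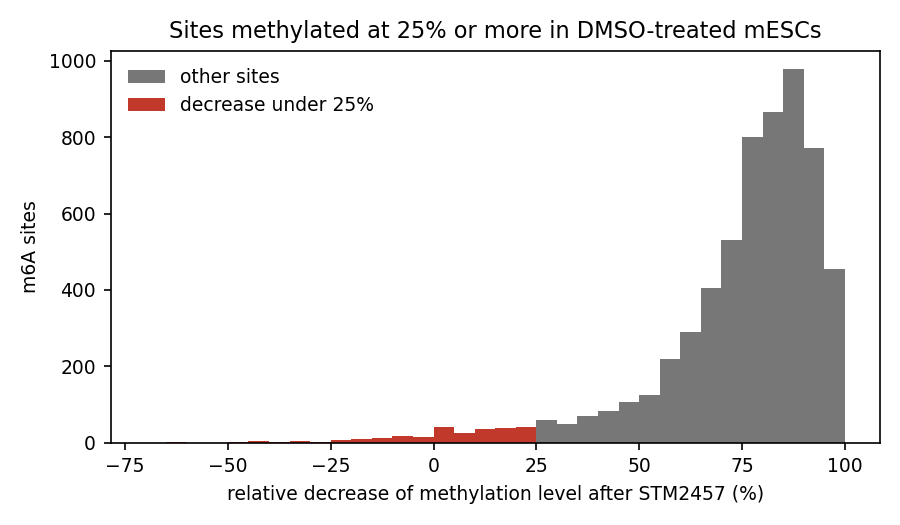
Number of m6A sites (y axis) by relative decrease in methylation level after STM2457 in percent (x axis, classes of 5 percentage points), for the 6071 sites methylated at 25% or more in DMSO. Most sites lie above a decrease of 50%, and the 263 sites with a decrease under 25% are in red.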

Only 20.4% of the methylated sites present in the control sample were detected upon METTL3 inhibition. 

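Of the 6175 sites, 6071 were methylated at 25% or more in DMSO and 1370 in STM2457, and 1266 passed in both libraries. The share of DMSO-methylated sites that were still methylated at this threshold after STM2457 was 20.9% (exact binomial interval from 19.8% to 21.9%).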

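Of the 1370 sites methylated at 25% or more after STM2457, 92.4% were also at 25% or more in DMSO (exact binomial interval from 90.9% to 93.8%). At least 10% methylation in DMSO was found for 99.3% of them and at least 5% for 99.9%. The other 104 sites, which reached 25% only after STM2457, had a median level of 19.3% in DMSO and 28.0% in STM2457, and none was at 0% in DMSO. Fisher's exact test gave an adjusted p below 0.05 at 18 of these 104 sites.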

Virtually all sites called as methylated in the treated condition were detectable in the control. Together, these data validate quantitative m6A detection by ONT direct RNA sequencing. 

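A site was taken as not responsive if it was methylated at 25% or more in DMSO and its relative decrease was under 25%. This held for 263 sites, or 4.33% of the DMSO-methylated sites, on 221 genes. Their median level was 40.4% in DMSO and 40.0% in STM2457, against 53.2% and 9.74% for the other DMSO-methylated sites. The level was higher after STM2457 at 80 of the 263 sites. At 49 of them, the smaller decrease still passed an adjusted p of 0.05 in Fisher's exact test. The number depended on the rule, and counting every site at 25% or more in both libraries gave 1266. A DRACH motif was present at 30.8% of the non-responsive sites and at 92.8% of the responsive ones. The highest DMSO level among the 53 non-responsive sites with at least 100 reads in both libraries was on Nup62, in the coding sequence of exon 2 (mm10, chromosome 7, position 44830022), where the level was 97.7% of 133 reads in DMSO and 96.9% of 129 reads in STM2457 (Fisher's exact test, adjusted p = 0.73). The 4 sites next in level, on Klf2, Rbmxl1, Polr1d and Hnrnpa0, were between 97.3% and 97.7% in DMSO and between 76.6% and 89.0% in STM2457, and each had a significantly lower level after treatment. Rbmxl1 has a near-identical paralog and the assignment of its reads was not checked, so its level is uncertain.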

Interestingly, 283 sites were not responsive to METTL3 inhibition ( Figure 1B ), suggesting a potential m6A deposition by other methyltransferases. Among them were the well characterized METTL16 target sites on *Mat2a* ( Figure 1B ). 

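Mat2a (ENSMUSG00000053907.10) lies on the minus strand of chromosome 6 in mm10, from 72432799 to 72439558. It carried 5 m6A sites, all in the 3′ UTR in exon 9 of Mat2a-201, and all 5 were among the non-responsive sites. At position 72432953 (GGTACAGAGAA, with the called A in the middle), the level was 67.8% of 152 reads in DMSO and 57.5% of 127 reads in STM2457. At position 72433061 (CCTACAGAAAA), it was 82.7% of 133 reads and 81.8% of 121 reads. The site at 72433172 (AGTACAGAGAA) had 71.0% of 100 reads and 61.5% of 78 reads. At 72433287 (GCTACAGAGAA), the level was 87.8% of 148 reads in DMSO and 83.5% of 115 reads in STM2457. The last site, at 72434250 (GTTACAGAGAA), had 82.1% of 112 reads and 80.9% of 89 reads. All 5 levels were lower in STM2457, with a mean over the sites of 78.3% in DMSO and 73.0% in STM2457. None of the 5 differences passed the test, with adjusted p from 0.088 to 0.88 in Fisher's exact test. So no decrease was detectable at any single site at this depth. The 5 sites were not tested together, and a small shared decrease is not excluded.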

The unchanged methylation level of these m6A sites upon treatment could also reflect a high stability of the transcripts harboring them. However, in most cases, the same transcripts also contained m6A sites with decreased m6A levels.

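A decreased site was defined by a relative decrease of at least 50% and an adjusted p below 0.05 in Fisher's exact test. Genes were used in place of transcripts. Of the 263 non-responsive sites, 212 lay on a gene that also carried a decreased site, a share of 80.6% (exact binomial interval from 75.3% to 85.2%). For 32 sites, no other m6A site on the gene passed the thresholds. Among the 231 sites with another site on the gene, the share with a decreased site was 91.8%. The paper weighs a high stability of the transcripts as a reason for unchanged levels and sets the decreased sites on the same transcripts against it.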

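The Mettl5 dataset consisted of 3 direct RNA sequencing libraries from mESCs, of which 1 was from WT cells and 1 each from Mettl5-KO clones #1 and #2. The clones are the only replicates, and both were compared with the same WT library. The authors processed the reads as for the METTL3 inhibition dataset, and the deposited counts covered 195787 positions with at least 25 valid calls in each library. Valid calls numbered 22025887 for WT, 17897440 for clone #1 and 19532075 for clone #2, with a median coverage of 52, 45 and 50 reads per position. Exons held 96.5% of the positions. Sites were selected as before, with more than 25 reads in all 3 libraries and 25% or more methylation in at least one, which gave 1862 sites with a median coverage of 48 reads in WT, 41 in clone #1 and 47 in clone #2. The log2FC of a site was the log2 of its level in a clone over its level in WT, without a pseudocount, and a site at 0% in WT or in a clone was counted as increased or decreased. Because a shared WT library links the results of both clones, 100 sets of unchanged libraries were simulated by drawing calls at the measured coverage from the pooled level of each site. No position within Mettl5 itself had the 25 valid calls in each library that the deposited positions require, so the genotype labels could not be checked on the targeted gene.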

Having the experimental setup established, we next performed ONT sequencing of mRNAs extracted from two independent *Mettl5* knockout (KO) mESC clones (Ignatova et al., 2020). Overall, detected m6A sites were highly overlapping between the two *Mettl5* -KO clones ( Figure 1C ) and their methylation levels were highly similar to their wild-type (WT) counterpart with a Pearson correlation of 0.918 ( Figure 1D ). This is consistent with the majority of m6A on mRNAs being deposited by METTL3. 

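Of the 1862 sites, 1490 were methylated at 25% or more in clone #1 and 1510 in clone #2. Both clones shared 1272 sites, or 73.6% of the 1728 sites methylated in either clone. The 218 sites that passed only in clone #1 had a median level of 19.0% in clone #2, and the 238 that passed only in clone #2 had a median of 19.4% in clone #1. In all 3 libraries, 1147 sites passed. Across sites, which are not independent replicates, the mean level of the clones had a Pearson correlation of 0.936 and a Spearman correlation of 0.877 with the WT level. Clone #1 alone had a Pearson correlation of 0.919 with WT and clone #2 alone 0.917, against 0.925 between the clones. Simulated unchanged libraries gave a median of 0.944 for the mean of the clones, between 0.938 and 0.948. The mean level over sites was 44.0% in WT, 46.6% in clone #1 and 46.5% in clone #2. A threshold of 10% moved the overlap most, to 49.1%.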

We thus focused next on convergent site-specific methylation changes (log2FC) shared between both *Mettl5* -KO clones, relative to the WT. 

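The log2FC of both clones was finite at 1859 of the 1862 sites. The median log2FC over all sites was 0.07 in clone #1 and 0.08 in clone #2. Across sites, the log2FC values of the clones had a Pearson correlation of 0.580. Both values use the same WT library, and simulated unchanged libraries gave a median correlation of 0.485, between 0.426 and 0.546 in 100 sets. When the WT reads of each site were split at random into 2 groups, with a separate group for each clone, the correlation was 0.167, and the simulated sets treated the same way gave a median of 0.098, between 0.035 and 0.196, with 1 of 100 sets at or above the measured value. The level was higher than WT in both clones at 843 sites and lower in both at 427 sites.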

Overall, changes in methylation levels of m6A sites were correlated between the two KO mESC clones ( Figure 1E ). 

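A log2FC of at least 1.5 in both clones was found at 21 of the 1862 sites. The simulated unchanged libraries gave a median of 10 such sites, between 4 and 16. Their median level in WT was 5.41%, and none reached 25% there. The median of the lowest coverage among the libraries was 30 reads at these sites and 36 reads over all sites. A DRACH motif was present at 15 of them. Fisher's exact test against WT gave an adjusted p below 0.05 in both clones at 0 of the 21 sites and in at least 1 clone at 1 site, while 7 of the sites had an unadjusted p below 0.05 in both clones. With a pseudocount of 5 percentage points, 3 sites had a log2FC of at least 1.5 in both clones.

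**Figure D2:**
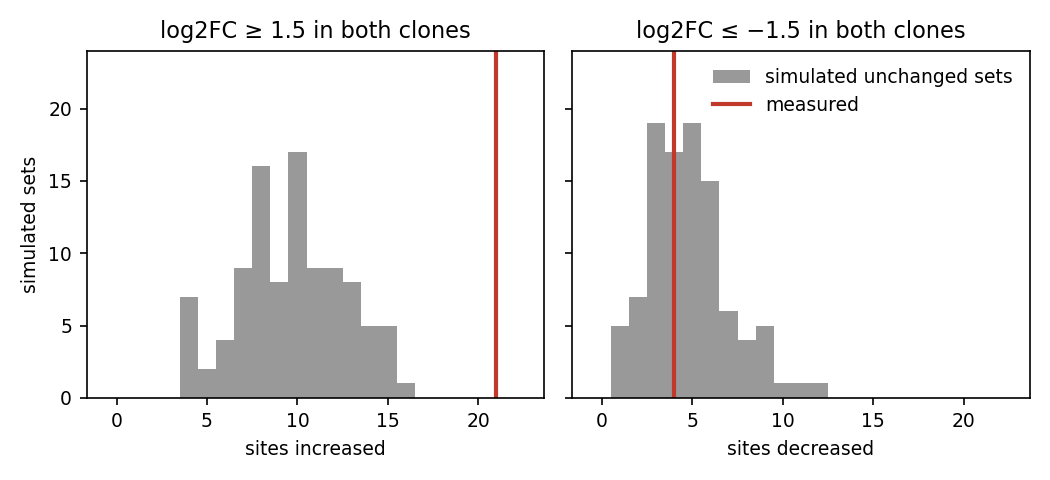
Number of simulated sets (y axis) by the number of sites past a log2FC of 1.5 in both clones (x axis), for increased sites on the left and decreased sites on the right. The grey bars are 100 simulated sets of unchanged libraries and the red lines the measured counts of 21 and 4 sites.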

Among the 2002 identified m6A sites, 21 showed an increase in methylation (log2FC ≥ 1.5) in both Mettl5-KO clones, likely due to indirect effects of *Mettl5* deletion. Interestingly, only three m6A sites showed decreased m6A levels in both *Mettl5* -KO clones (log2FC ≤ -1.5) and were thus potential candidates for METTL5-dependent m6A sites. 

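A log2FC of -1.5 or less in both clones was found at 4 sites, on Nnat, Smc4, Sfpq and Tdgf1, none of them in a DRACH motif. The simulated unchanged libraries gave a median of 5 such sites, between 1 and 12. The Nnat site lies in the 3′ UTR (mm10, chromosome 2, position 157562087, plus strand, GGGGGAGTGGA). Its level was 26.5% of 34 reads in WT, 2.63% of 38 reads in clone #1 and 0% of 34 reads in clone #2, so its log2FC in clone #2 is not finite. The Smc4 site lies in the coding sequence in exon 19 (chromosome 3, position 69031479, plus strand, AATAAATGACT), with 36.7% of 30 reads in WT, 3.45% of 29 reads in clone #1 and 6.25% of 32 reads in clone #2. The Sfpq site lies in the 3′ UTR (chromosome 4, position 127030147, plus strand, GAAAAAATTTT), and its level was 29.6% of 27 reads in WT, 8.33% of 36 reads in clone #1 and 5.88% of 34 reads in clone #2. For these 3 sites, the adjusted p of Fisher's exact test against WT was between 0.25 and 0.73. The Tdgf1 site lies in the 3′ UTR (chromosome 9, position 110939848, minus strand, TGTACAGAGTA). It had 38.7% of 163 reads in WT, 13.5% of 141 reads in clone #1 and 12.4% of 170 reads in clone #2, with adjusted p of 0.0012 and 6.3e-05 in Fisher's exact test. It was the only site with an adjusted p below 0.05 in both clones, while all 4 decreased sites had an unadjusted p below 0.05 in both. Its log2FC was -1.52 and -1.65. With a pseudocount of 1 percentage point, the Tdgf1 site no longer passed the log2FC threshold and 3 sites remained.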

We found that these three candidate sites have, compared to all methylated m6A sites, relatively low methylation levels ( Figure 1F ). This low methylation stoichiometry warrants cautious interpretation, as methylation level changes at such m6A sites is more susceptible to variability.

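The percentiles of the decreased sites by WT level, among the 1428 sites methylated at 25% or more in WT, were 6.8 for Nnat, 19.0 for Sfpq, 35.8 for Smc4 and 39.6 for Tdgf1. The median level of these 1428 sites was 45.1%. Among all 1862 sites, the percentiles were 28.5, 37.9, 50.8 and 53.7 in the same order. These are higher by construction, since a site decreased in both clones must be at 25% or more in WT and the other sites need not be. The exact binomial interval of the WT level ran from 12.9% to 44.4% for Nnat, from 13.8% to 50.2% for Sfpq and from 19.9% to 56.1% for Smc4, so at this depth the median level lay within the interval for Sfpq and Smc4 and just above it for Nnat. For Tdgf1 it ran from 31.1% to 46.6%. From the low levels, the paper reasons that changes at such sites are more susceptible to variability and calls for caution.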

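In the METTL3 inhibition dataset, the Nnat and Smc4 positions were not covered at the depth of the deposited positions. The Sfpq position had 4.17% of 48 reads in DMSO (exact binomial interval from 0.509% to 14.3%) and 3.23% of 31 reads in STM2457. The Tdgf1 position had 18.5% of 211 reads in DMSO (interval from 13.5% to 24.4%) and 20 m6A calls among 143 reads in STM2457. Between DMSO and STM2457, Fisher's exact test gave p = 1.0 for Sfpq and p = 0.31 for Tdgf1. The Sfpq counts, 2 m6A calls in DMSO and 1 in STM2457, are too few for the test to detect a decrease. For Tdgf1, no difference was detected at this depth. Both DMSO levels were below 25%.

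**Figure D3:**
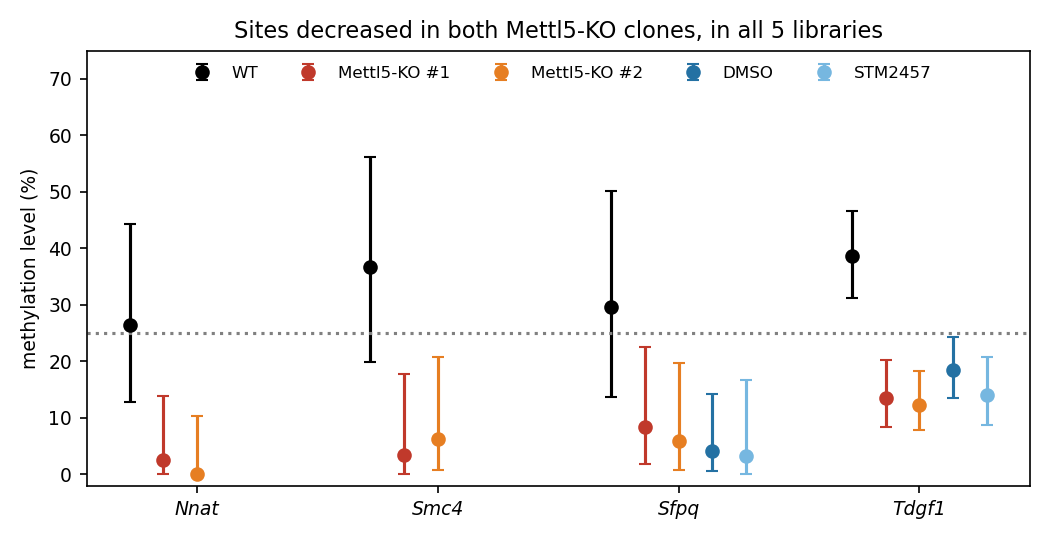
Methylation level in percent (y axis) of the 4 sites decreased in both Mettl5-KO clones (x axis), in all 5 libraries. Points are the levels of single libraries, bars are exact binomial 95% intervals, the dotted line is 25%, and no DMSO or STM2457 point is drawn for Nnat and Smc4, which were not covered there. At Sfpq and Tdgf1, the DMSO levels of 4.17% and 18.5% lie below the WT levels.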

Consistent with this, these three putative m6A sites did not pass the detection threshold in the METTL3 inhibition dataset. We next calculated methylation levels per transcript (m6a loads), as this metric reflects transcript-wide methylation levels. 

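The m6A load of a gene was the mean methylation level over its sites. Loads were computed for 573 genes, of which 202 carried 1 site and 371 carried 2 or more. A log2FC of -1.5 or less in both clones was found for 1 gene, Smc4 (ENSMUSG00000034349.14), which lies on chromosome 3 of mm10 from 69004738 to 69034623. Only its site at 69031479 passed the coverage threshold, so its load is that site's level and its log2FC was -3.41 in clone #1 and -2.55 in clone #2. A site at 69031498 (GAGCTAAAAAA), also in exon 19, had exactly 25 reads in clone #1. With positions of 25 reads included, a setting chosen after the data were seen, the load of Smc4 over its 2 sites was 31.3% in WT, 9.72% in clone #1 and 8.84% in clone #2, with a log2FC of -1.69 and -1.82. The second site alone had 25.9% of 27 reads in WT, 4 m6A calls among 25 reads in clone #1 and 11.4% of 35 reads in clone #2, with an adjusted p of 1 and 0.82 in Fisher's exact test. The loads of the other genes with a decreased site changed less. Nnat, with 3 sites, had a log2FC of -0.42 and -0.56, Sfpq, with 6 sites, of -0.16 and 0.01, and Tdgf1, with 4 sites, of -0.05 and -0.05. Increased loads were found for 3 genes, Cops7a, Ino80e and Khsrp, named here after their values were seen, and each carried 1 site. Among genes with at least 2 sites above 25 reads, no load changed in either direction.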

We detected a decrease of methylation load only for one RNA in METTL5 KOs: *Smc4* , while other candidate sites were on transcripts with unchanged overall m6A loads ( Figure 1G, H), indicating their limited impact on RNA function. However, as the two m6A sites in *Smc4* were not detected in the METTL3 inhibition dataset, they might reflect experimental or technical variability rather than bona fide METTL5-dependent mRNA methylation.

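In the Mettl5 dataset, 281 positions of Smc4 were covered, between 69030243 and 69033257, with a median coverage of 33 reads in WT, 31 in clone #1 and 38 in clone #2. In the METTL3 inhibition dataset, 0 positions of Smc4 had the 25 reads in each library that the deposited positions require, so the methylation of Smc4 was not measurable there.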

Taken together, we detected upon Mettl5 depletion in mESCs only very few and low confidence decreases in m6A levels on mRNAs. The three putative Mettl5-dependent m6A sites identified with reduced methylation levels upon Mettl5 depletion could be attributable to limited detection robustness at low stoichiometry, as these sites are below detection thresholds in independent dataset. Of note these findings are based on a single cell type and two knock out clones and may therefore reflect - or fail to cover - context-specific effects. Our analysis focuses on highly expressed transcripts and is subjected to the known limitations of direct RNA sequencing including biases towards shorter transcripts and 3'-end coverage. In summary, our quantitative m6A profiling provides little supporting evidence for a transcriptome-wide role of METTL5 in mRNA methylation, thereby helping to resolve a key open question regarding METTL5 substrate specificity in vivo.

## Methods

Cell lines:

For the control dataset, E14 mESCs with following modifications were used : 2C::3xtbGFP-PEST; Zscan4::mCherry-PEST; Dox::APOBEC1-YTH-HA-IRES-tdiRFP (non-induced); METTL3- FKBP12 ^F36V^ : homozygous knock-in of FKBP12 ^F36V^ in Mettl3 C-terminus (non-induced).

For *Mettl5* deletion, the cell lines used were generated in a previous study (Ignatova et al., 2020).

Cell culture:

Mouse embryonic stem cells (mESCs) were cultured on gelatin-coated dishes in Serum + LIF medium consisting of Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 15 % fetal bovine serum (FBS, PAN-Biotech), 0.1 μM β-mercaptoethanol (Gibco), 2 mM L-glutamine (Gibco), 1 × non-essential amino acids (Gibco), 100 U/ml penicillin, 100 µg/ml streptomycin (Gibco) and recombinant Leukemia inhibitory factor (LIF; produced by IGBMC ESC facility). For maintenance of cells, the medium was supplemented with 2i (1 μM PD032591 and 3 μM CHIR99021, Axon). Cells were passed with accutase (Sigma-Aldrich) every 2 days. For the chemical inhibition of METTL3 catalytic activity, cells were treated with 30 μM STM2457 (Biomol) for 48h. Control cells were treated with 0.025% v/v DMSO.

Nanopore direct RNA sequencing:

Total RNA was isolated using TRIzol-Chloroform extraction (Thermo Fisher Scientific) followed by iso-propanol precipitation, according to the manufacturer’s protocol. Total RNA was ligated to poly-T WarpDemuX RTA adapters for multiplexing (Van Der Toorn et al., 2025) using T4 DNA ligase (NEB) and reverse-transcribed to form RNA-cDNA hybrid using the SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). The end of library preparation was performed using the SQK-RNA004 kit (ONT) according to the manufacturer’s instructions. Libraries were loaded onto FLO-MIN004RA flow cells. For the validation dataset, a total of 1.28 and 1.05 million pass reads were obtained with a median read length of 562bp and 523bp for DMSO and STM2457 conditions, respectively. For the *Mettl5* -KO dataset, a total of 0.68, 0.41 and 0.51 million pass reads were obtained with a median read length of 481bp, 614bp, 518bp for the WT, *Mettl5* -KO #1 and *Mettl5* -KO #2, respectively.

Data processing:

Raw pod5 files generated by ONT direct RNA sequencing were demultiplexed using WarpDemuX (Van Der Toorn et al., 2025). Basecalling, modification calling and alignment to the mouse genome (mm10) were performed using dorado (dorado-1.4.0, rna004_130bps_sup@v5.3.0, inosine_m6A_2OmeA@v1). Modification summary counts bed files were generated using modkit pileup (v0.4.4) and were then restricted to m6A sites with a coverage above 25 reads within each sample, for all samples of a given dataset. Sites that were not overlapping with an exon (UCSC RefSeq) were filtered out using bedtools intersectBed. Bedgraph files with methylation level information were generated from these filtered summary counts bed files and restricted to m6A sites above 25% in at least one sample within each dataset. These thresholds are applied to ensure a maximal robustness of calculated methylation levels but also limit the analysis to transcripts with enough expression and to sites closer to the 3’ end of RNA as sequencing is primed from the polyA tail. For m6A loads, the mean value per transcript was calculated across all sites that fall within the aforementioned thresholds.

Data availability:

Data are available under the GEO accession GSE328291.

## Data Availability

Description: Density distribution of m6A sites in WT mESCs as a function of methylation level as an alternative view of Figure 1F without cut-off. Red lines indicate m6A sites with reduced methylation levels in both Mettl5-KO clones. 25% methylation level is indicated by a dotted line.. Resource Type: Image. DOI: https://doi.org/10.22002/ww9vz-47694

## References

[R1] Motorin Yuri, Helm Mark (2011). RNA nucleotide methylation. WIREs RNA.

[R2] Roundtree Ian A., Evans Molly E., Pan Tao, He Chuan (2017). Dynamic RNA Modifications in Gene Expression Regulation. Cell.

[R3] Schwartz Schraga, Mumbach Maxwell R., Jovanovic Marko, Wang Tim, Maciag Karolina, Bushkin G. Guy, Mertins Philipp, Ter-Ovanesyan Dmitry, Habib Naomi, Cacchiarelli Davide, Sanjana Neville E., Freinkman Elizaveta, Pacold Michael E., Satija Rahul, Mikkelsen Tarjei S., Hacohen Nir, Zhang Feng, Carr Steven A., Lander Eric S., Regev Aviv (2014). Perturbation of m6A Writers Reveals Two Distinct Classes of mRNA Methylation at Internal and 5′ Sites. Cell Reports.

[R4] Uzonyi Anna, Dierks David, Nir Ronit, Kwon Oh Sung, Toth Ursula, Barbosa Isabelle, Burel Cindy, Brandis Alexander, Rossmanith Walter, Le Hir Hervé, Slobodin Boris, Schwartz Schraga (2023). Exclusion of m6A from splice-site proximal regions by the exon junction complex dictates m6A topologies and mRNA stability. Molecular Cell.

[R5] Liu Jianzhao, Yue Yanan, Han Dali, Wang Xiao, Fu Ye, Zhang Liang, Jia Guifang, Yu Miao, Lu Zhike, Deng Xin, Dai Qing, Chen Weizhong, He Chuan (2013). A METTL3–METTL14 complex mediates mammalian nuclear RNA N6-adenosine methylation. Nature Chemical Biology.

[R6] Ping Xiao-Li, Sun Bao-Fa, Wang Lu, Xiao Wen, Yang Xin, Wang Wen-Jia, Adhikari Samir, Shi Yue, Lv Ying, Chen Yu-Sheng, Zhao Xu, Li Ang, Yang Ying, Dahal Ujwal, Lou Xiao-Min, Liu Xi, Huang Jun, Yuan Wei-Ping, Zhu Xiao-Fan, Cheng Tao, Zhao Yong-Liang, Wang Xinquan, Danielsen Jannie M Rendtlew, Liu Feng, Yang Yun-Gui (2014). Mammalian WTAP is a regulatory subunit of the RNA N6-methyladenosine methyltransferase. Cell Research.

[R7] Wang Yang, Li Yue, Toth Julia I., Petroski Matthew D., Zhang Zhaolei, Zhao Jing Crystal (2014). N6-methyladenosine modification destabilizes developmental regulators in embryonic stem cells. Nature Cell Biology.

[R8] Ma Honghui, Wang Xiaoyun, Cai Jiabin, Dai Qing, Natchiar S. Kundhavai, Lv Ruitu, Chen Kai, Lu Zhike, Chen Hao, Shi Yujiang Geno, Lan Fei, Fan Jia, Klaholz Bruno P., Pan Tao, Shi Yang, He Chuan (2018). N6-Methyladenosine methyltransferase ZCCHC4 mediates ribosomal RNA methylation. Nature Chemical Biology.

[R9] Pendleton Kathryn E., Chen Beibei, Liu Kuanqing, Hunter Olga V., Xie Yang, Tu Benjamin P., Conrad Nicholas K. (2017). The U6 snRNA m 6 A Methyltransferase METTL16 Regulates SAM Synthetase Intron Retention. Cell.

[R10] van Tran Nhan, Ernst Felix G M, Hawley Ben R, Zorbas Christiane, Ulryck Nathalie, Hackert Philipp, Bohnsack Katherine E, Bohnsack Markus T, Jaffrey Samie R, Graille Marc, Lafontaine Denis L J (2019). The human 18S rRNA m6A methyltransferase METTL5 is stabilized by TRMT112. Nucleic Acids Research.

[R11] Ignatova Valentina V., Stolz Paul, Kaiser Steffen, Gustafsson Tobias H., Lastres Palma Rico, Sanz-Moreno Adrián, Cho Yi-Li, Amarie Oana V., Aguilar-Pimentel Antonio, Klein-Rodewald Tanja, Calzada-Wack Julia, Becker Lore, Marschall Susan, Kraiger Markus, Garrett Lillian, Seisenberger Claudia, Hölter Sabine M., Borland Kayla, Van De Logt Erik, Jansen Pascal W.T.C., Baltissen Marijke P., Valenta Magdalena, Vermeulen Michiel, Wurst Wolfgang, Gailus-Durner Valerie, Fuchs Helmut, Hrabe de Angelis Martin, Rando Oliver J., Kellner Stefanie M., Bultmann Sebastian, Schneider Robert (2020). The rRNA m
^6^
A methyltransferase METTL5 is involved in pluripotency and developmental programs. Genes & Development.

[R12] Leismann Jessica, Spagnuolo Mariangela, Pradhan Mihika, Wacheul Ludivine, Vu Minh Anh, Musheev Michael, Mier Pablo, Andrade‐Navarro Miguel A, Graille Marc, Niehrs Christof, Lafontaine Denis LJ, Roignant Jean‐Yves (2020). The 18S ribosomal RNAm
^6^
A methyltransferase Mettl5 is required for normal walking behavior in
*Drosophila*. EMBO reports.

[R13] Rong Bowen, Zhang Qian, Wan Jinkai, Xing Shenghui, Dai Ruofei, Li Yuan, Cai Jiabin, Xie Jiaying, Song Yang, Chen Jiawei, Zhang Lei, Yan Guoquan, Zhang Wen, Gao Hai, Han Jing-Dong J., Qu Qianhui, Ma Honghui, Tian Ye, Lan Fei (2020). Ribosome 18S m6A Methyltransferase METTL5 Promotes Translation Initiation and Breast Cancer Cell Growth. Cell Reports.

[R14] Sepich-Poore Caraline, Zheng Zhong, Schmitt Emily, Wen Kailong, Zhang Zijie Scott, Cui Xiao-Long, Dai Qing, Zhu Allen C., Zhang Linda, Sanchez Castillo Arantxa, Tan Haiyan, Peng Junmin, Zhuang Xiaoxi, He Chuan, Nachtergaele Sigrid (2022). The METTL5-TRMT112 N6-methyladenosine methyltransferase complex regulates mRNA translation via 18S rRNA methylation. Journal of Biological Chemistry.

[R15] Yankova Eliza, Blackaby Wesley, Albertella Mark, Rak Justyna, De Braekeleer Etienne, Tsagkogeorga Georgia, Pilka Ewa S., Aspris Demetrios, Leggate Dan, Hendrick Alan G., Webster Natalie A., Andrews Byron, Fosbeary Richard, Guest Patrick, Irigoyen Nerea, Eleftheriou Maria, Gozdecka Malgorzata, Dias Joao M. L., Bannister Andrew J., Vick Binje, Jeremias Irmela, Vassiliou George S., Rausch Oliver, Tzelepis Konstantinos, Kouzarides Tony (2021). Small-molecule inhibition of METTL3 as a strategy against myeloid leukaemia. Nature.

[R16] van der Toorn Wiep, Bohn Patrick, Liu-Wei Wang, Olguin-Nava Marco, Gribling-Burrer Anne-Sophie, Smyth Redmond P., von Kleist Max (2025). Demultiplexing and barcode-specific adaptive sampling for nanopore direct RNA sequencing. Nature Communications.

How the deposited data were processed for this re-analysis (not part of the article)

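The data were direct RNA sequencing libraries of mESCs, with 1 library each for DMSO and STM2457 in the METTL3 inhibition dataset and 1 library each for WT, Mettl5-KO clone #1 and Mettl5-KO clone #2 in the Mettl5 dataset. Samples were assigned to conditions from their labels and the paper's methods.

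The authors demultiplexed the reads with WarpDemuX, called bases and modifications and aligned to mm10 with dorado, and made counts per position with modkit pileup. The deposited values are the counts of valid calls, m6A calls, unmodified calls, failed calls and other classes per position and strand, without normalization. The deposited percent is 100 times the m6A calls over the valid calls. Calls below the confidence filter are left out of that percent, so a position with many failed calls rests on fewer reads than cross it. The positions of a dataset were the same in all its libraries, and the lowest coverage was 25. The files hold positions outside exons, so they were made before the exon filter of the methods. Reads start at the poly(A) tail, which favours the 3′ end and abundant transcripts. The demultiplexing and the calling of modifications could not be repeated here, since both start from the raw signal.

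From these counts, sites with a coverage above 25 reads in every library of a dataset, on an exon, and with a level of 25% or more in at least one library were selected. The text of the paper gives at least 25 reads and the methods give more than 25, and the methods were followed. Exons were those of GENCODE M21 transcripts linked to RefSeq, in place of the UCSC RefSeq track, which was not used here, and positions were matched with bedtools 2.31.1. Before this exon set was chosen, sites were counted under 20 settings, from 5 exon sets, 2 coverage rules and 2 methylation rules, with the paper's counts in view. The RefSeq-linked set was taken because the methods name RefSeq, but the choice was made after those counts were seen, and all GENCODE exons and all positions are among the alternatives. Genes were assigned on the strand of the call. Sequences around sites came from the GENCODE M21 transcripts, which had an A at 99.8% of the positions with a sequence, a check of build and strand. At 7 of the sites of the METTL3 inhibition dataset the transcript base was not A.

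Levels were compared per site with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over all sites of a comparison (Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3). The test compares libraries, since only the Mettl5-KO group has more than 1 library. Shares have exact binomial 95% intervals, which cover counting error only. A site was not responsive to STM2457 if it was at 25% or more in DMSO and its relative decrease was under 25%, a rule set before the data were examined because the text of the paper does not name one. The log2FC threshold was 1.5, as in the paper. To account for the WT library that both clones share, 100 sets of unchanged libraries were simulated by binomial draws with a fixed seed. The simulation has no variation between libraries beyond counting error. On simulated data with known answers for the clones against WT, over 1862 sites of which 100 were lowered by a log2FC of 2, Fisher's exact test in both clones found 68% of these and the log2FC threshold 74%. Another 100 were raised and were not scored. Of the 1662 unchanged sites, 0 were called lowered by the test. False calls by the log2FC threshold are not taken from these data, which start from sites already selected, but from the unchanged libraries, in which selection follows the draws and false calls do occur. For STM2457 against DMSO, 6071 sites were simulated, 200 of them as not responsive and all others with a true decrease of 80%. The rule found 90% of the 200 with 0 false calls. No site was simulated with a true decrease close to 25%, so false calls among weakly decreased sites were not tested. The mean decrease recovered was 77.1%, which includes the sites simulated as not responsive and so is expected to lie below 80%.

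The genes and sites to name were fixed before the data were examined. They were the genes the paper names, each site decreased in both clones, the 5 sites increased in both clones with the largest smaller log2FC among those with an adjusted p below 0.05 in both clones, and the 5 non-responsive sites with the highest DMSO level among those with at least 100 reads in both libraries. No increased site met the rule, so none was named by it.

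STM2457 was compared with DMSO, and the clones with WT, within a dataset, and by their labels the libraries of a dataset share a batch. DMSO was also compared with WT and the clones, across the datasets. The datasets differ in cell line, batch and run, so differences between DMSO and WT cannot be assigned to any of these. The cell line of DMSO carries a tag on Mettl3, whose effect on methylation was not tested. The alternatives tried were other coverage and methylation thresholds, all positions, failed calls in the denominator, DRACH motifs only, other rules for non-responsive sites, pseudocounts, other log2FC and test thresholds, thinning to equal coverage, a split WT library and each clone left out. Added after the data were seen were a coverage of at least 25 reads, all GENCODE exons, only finite log2FC values and log2FC values centred on their median. Positions of 18S rRNA were looked up on the copy on chromosome 17 in mm10 and are outside the mRNA sites.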

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

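The tests on 18S rRNA in this part were chosen after the levels were seen, apart from the lookup of A1832 itself.

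A signal appeared in ribosomal RNA, which the paper does not report on in these data. The 18S copy on chromosome 17 of mm10 (39846353 to 39848201) is covered in all 5 libraries. The position taken as A1832 is 39848164, from its sequence TCGTAACAAGG and its place near the 3′ end of the copy. The paper gives no coordinate, so this identity rests on general knowledge of the sequence. Its m6A level was 56.3% of 3054 reads in WT, 11.6% of 129 reads in Mettl5-KO clone #1 and 13.7% of 139 reads in clone #2. In the METTL3 inhibition dataset, whose cells carry no reported change of Mettl5, it was 1.50% of 133 reads in DMSO and 9.09% of 77 reads in STM2457. Failed calls outnumbered valid calls at this position in WT, with 4387 failed.

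The fall from WT to the clones has the direction of a loss of METTL5, but several values argue against METTL5 as the only difference between the libraries. The adenosine 18 bases further 3′ (39848182), in AGGTGAACCTG, which general knowledge places at a pair of dimethylated adenosines, fell as well, from 85.2% in WT to 25.4% of 422 reads in the pooled clones (exact binomial interval from 21.3% to 29.8%), and was 1.08% in DMSO. The adenosine next to it (39848183) fell from 29.2% in WT to 14.7% in the pooled clones (interval from 11.3% to 18.6%). Its DMSO level was 12.6% of 182 reads, within that interval and unlike the low DMSO level of the first. The low DMSO level at A1832 also goes against METTL5 alone. A smaller share of mature 18S rRNA among the reads of the clones may contribute. Scaling the WT level at A1832 by the fall at the first dimethylated adenosine gives 16.8%, within the interval of the pooled clones, which had 12.7% of 268 reads (8.95% to 17.3%). Scaling by the second adenosine gives 28.2%, outside it. The adenosines give different answers and the base caller's signal for dimethylated adenosine is of unknown calibration, so the loss of METTL5 and a change in the 18S molecules cannot be told apart here. Reads assigned to the wrong barcode were not tested.

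The WT library also stood apart in how much 18S rRNA it held. Of its valid calls, 12.4% lay on the 18S copy, against 0.444% in clone #1, 0.429% in clone #2, 0.117% in DMSO and 0.0870% in STM2457. The conditions do not explain a difference between WT and DMSO, both METTL5-proficient. Ribosomal RNA lies outside the mRNA sites, but it means that WT and clones were not equal in RNA composition. The difference has no replicate, and no biological explanation was tested.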

How the results depend on the processing

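No setting turned a decrease after STM2457 into an increase. The alternatives at a coverage of at least 25 reads, with all GENCODE exons, with finite log2FC values only and with centred log2FC values were chosen after the data were seen, and so was the comparison with simulated sets at 100 reads. No paired analysis was possible because each condition other than Mettl5-KO has 1 library.

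With a coverage of at least 50 reads, the mean relative decrease was 74.5%, the share still methylated 19.1%, the share of STM2457 sites found in DMSO 93.8%, the non-responsive sites 111, the overlap of the clones 81.6%, the correlation of clones with WT 0.961, the correlation of log2FC 0.628, the increased sites 2, the decreased sites 1 and the decreased loads 0. With at least 100 reads, the same results were 74.97%, 18.4%, 96.2%, 53, 89.5%, 0.9685, 0.894, 0, 1 and 0. Fewer sites were tested in both cases, and the decreased site left was that on Tdgf1. Without Tdgf1, the correlation of log2FC at 100 reads was 0.845 over the 93 sites less this one, and simulated unchanged sets at this depth gave a median of 0.472, between 0.182 and 0.747.

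With a threshold of 10%, the results were 44.3%, 33.9%, 72.6%, 1617, 49.1%, 0.941, 0.502, 489, 306 and 2, in the same order. The 2 decreased loads are those of Ndufs7 and Rpl28, named after their values were seen, and that of Smc4 is no longer among them. With 50%, they were 70.8%, 10.05%, 97.3%, 106, 81.2%, 0.898, 1 increased site, 0 decreased sites and 0 decreased loads, with the correlation of log2FC within its interval. The causes were not tested, but at 10% a site can pass the log2FC threshold on a few reads.

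With failed calls in the denominator, the mean decrease was 76.4%, the share still methylated 18.8%, the share found in DMSO 98.5%, the non-responsive sites 124, the overlap 78.9% and the decreased sites 1 (Smc4). With DRACH motifs only, the values were 77.4%, 19.6%, 99.9%, 81 and 81.1%, with correlations of 0.941 and 0.618, and 0 decreased sites and 0 decreased loads, since none of the 4 decreased sites is a DRACH motif. With all positions, the correlation with WT was 0.932, with all GENCODE exons 0.932 and with at least 25 reads 0.934; the cause was not tested. With all positions and with all GENCODE exons, the decreased sites numbered 6. The 2 sites added are on the 18S copy on chromosome 17, at 39848164 and 39848182, and are assigned to Gm42418, named after its values were seen.

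The mean decrease was 74.8% over sites methylated in DMSO and the median decrease 79.9%. The non-responsive sites numbered 631 under a decrease of less than 50%, 147 under 10%, 1244 with a log2FC above -1.5, 417 without an adjusted p below 0.05 for a decrease and 1266 at 25% or more in both libraries. All 5 Mat2a sites were among them except with at least 100 reads or a decrease under 10%, which left 3, and with DRACH motifs only, which left 0. With the WT reads split between the clones, the correlation of log2FC was 0.167.

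Increased sites numbered 3 with a pseudocount of 5 percentage points, 47 at a log2FC of 1, 0 with Fisher's exact test added to the log2FC threshold, 0 with the test alone and 0 among sites methylated in WT, where a log2FC of 1.5 needs a level of over 70% in the clones. Decreased sites numbered 2 with that pseudocount, 13 at a log2FC of 1, 1 with the test added and 1 with the test alone, in both cases Tdgf1. At a log2FC of 1, 4 loads were decreased. At a log2FC of 1.5, 0 loads were decreased among genes with at least 2 sites. Leaving out each clone gave a correlation with WT from 0.917 to 0.919, from 35 to 47 increased sites and from 18 to 20 decreased sites, by construction more than with both clones, and 2 decreased loads in both fits, with Smc4 among them. Of 143 alternative values, 55 stayed the same by these criteria and 88 moved. With centred log2FC values, 18 sites were increased and 5 decreased, 78.3% increased against 84.0% as measured. Most sites in the Mettl5 dataset have under 50 reads, which limits calls at single sites.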

Differences from the paper's values

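The Pearson correlation of the mean level of the clones with WT was 0.936, and the paper's value is 0.918. The difference is larger than the spread between the clones, whose own correlations with WT were 0.919 and 0.917. Among the alternatives set before the data were examined, those that used a single clone in place of the mean came to within that spread of the paper's value. The others did not, with values of 0.898 at a threshold of 50% and from 0.932 to 0.9685 for the rest.

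The paper counts 3 decreased sites and 2002 sites in all, against 4 and 1862 here, which is within a factor of 1.5. With only finite log2FC values, a setting chosen after seeing the values, the decreased sites numbered 3, and with at least 25 reads, also chosen after seeing the values, the sites numbered 2000. With a pseudocount of 1 percentage point, and with thinning to equal coverage, both set before the data were examined, the decreased sites also numbered 3, though not the same 3. With all positions, also set before, they numbered 6 against the paper's 3, by the addition of 2 sites on the 18S rRNA copy. The paper counts 2 m6A sites on Smc4, and with coverage above 25 reads 1 passed here.

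The paper describes the candidate sites as having low methylation levels relative to all methylated sites. All 4 were below the median of the sites methylated at 25% or more in WT, the cut-off of the paper's figure. Among all sites, Smc4 and Tdgf1 were at percentiles 50.8 and 53.7. That set includes sites under 25% in WT, where a decreased site cannot lie, so these percentiles do not argue against the paper's description.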

Other observations

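The tests of DMSO against the decreased sites, of centred log2FC values, of the Tdgf1 site and of the Mat2a sites in the clones were chosen after the result was seen. For METTL5 at the non-responsive sites, the prediction was written before, but the value that decides it was changed after the results were seen, from sites lower in both clones to sites decreased in both clones, and it was limited to covered sites. The test of TACAGA was written after the sequences of the Mat2a and Tdgf1 sites had been seen and before its own result, and it was limited to genes other than Mat2a.

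Counting noise with one shared WT library may account for the number of decreased sites. Of 100 simulated sets of unchanged libraries, 69 gave as many as 4 decreased sites. The Tdgf1 site is an exception within that number, since counting noise at an unchanged site is argued against by Fisher's exact test in both clones, with the larger adjusted p at 0.0012. Whether Tdgf1 depends on METTL5 was not settled. At the 2 decreased sites covered in the METTL3 inhibition dataset, the DMSO level lay nearer the clones than WT at 2 of 2. These sites were selected for a WT level far above both clones, so another library is expected to lie nearer the clones by selection alone, and neither this count nor the tests that follow can decide between explanations. For Tdgf1, DMSO had a lower level than WT (Fisher's exact test, p = 2.2e-05) and a level not distinguishable from the pooled clones (p = 0.083). For Sfpq, Fisher's exact test gave p = 0.0033 against WT and p = 0.70 against the pooled clones. DMSO and WT also differ in cell line, batch and run, so a deviation of the WT library, a difference between the cell lines and an effect of METTL5 loss cannot be told apart at these sites.

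The number of increased sites was larger than counting noise with one shared WT library gave, as 0 of 100 simulated sets reached 21. In the same way, 0 of 100 sets reached the measured correlation of log2FC of 0.580 that a shared WT library at unchanged sites would have to explain, so counting error with a shared WT library did not reach it. With the WT reads split between the clones in 1 random split, 1 of 100 simulated sets was at or above the measured 0.167, so an excess remained in that form of the test. Levels were higher in both clones at 843 sites and lower in both at 427, where simulated sets gave at most 684 and at least 567. A uniform shift of methylation levels in both clones as the reason for more increased than decreased sites was left open. Mean differences in level from DMSO were taken over 1492 sites covered in both datasets. They were -5.7 percentage points for WT, -2.7 for clone #1 and -2.8 for clone #2. WT thus lay further below DMSO than the clones did, as a low WT library would give. DMSO comes from another cell line, batch and run, so a low WT library and a rise in the clones cannot be told apart. Centring left 18 increased and 5 decreased sites, but it moved the log2FC values by only 0.07 and 0.08 and so decides nothing, and the unchanged sets also gave more increased than decreased sites. A deviation of the WT library may contribute to the increased sites. Of 17 such sites covered in the METTL3 inhibition dataset, DMSO lay nearer the clones at 9, with a median level of 17.4% in DMSO, 5.41% in WT and 25.0% in the mean of the clones. The sites were chosen for low WT levels, and neither an effect of METTL5 loss nor a deviation of the WT library is excluded.

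Over 1492 sites covered in both datasets, DMSO had a Pearson correlation of 0.900 with WT, 0.907 with clone #1 and 0.914 with clone #2, and WT had 0.920 and 0.922 with the clones. Sites are not independent replicates. Fisher's exact test with adjustment found 177 sites different between DMSO and WT, 91 and 79 between DMSO and the clones, and 4 and 2 between WT and the clones. A deeper library gives the test more power, so pairs with DMSO cannot be compared with pairs of WT and a clone. The median coverage over the positions of each dataset was 64 reads in DMSO, 52 in WT, 45 in clone #1 and 50 in clone #2. At the 1862 sites of the Mettl5 dataset, WT and clone #2 also had close medians of 48 and 47 reads. Median depth is therefore no ready reason for 177 sites against 79. The cause was not tested, WT is 1 library, and DMSO differs from both in cell line, batch and run. The correlation of DMSO with WT, both METTL5-proficient but from different lines and runs, was slightly below those of WT with the clones.

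Methylation by METTL5 at the non-responsive sites was tested at the 52 of them covered in the Mettl5 dataset. Of these, 0 were decreased in both clones by a log2FC of 1.5, which argues against METTL5 as the only writer of these 52 sites as a set, but not against a smaller contribution. The level was lower in both clones at 18 of them and higher in both at 17, while of 1142 responsive sites 222 were lower and 558 higher, with 0 decreased, so the non-responsive sites leaned lower than the responsive ones. The 5 Mat2a sites are among the 18. Their mean level was 78.4% in WT, 63.6% in clone #1 and 64.7% in clone #2, a log2FC of the load of -0.30 and -0.28, against 78.3% in DMSO. No Mat2a site had an adjusted p below 0.05 in Fisher's exact test against WT, and the unadjusted p was below 0.05 at 2 sites in clone #1, at 1 site in clone #2 and at 0 in both. The sites lie on the same transcripts and are not independent. Without Mat2a, 13 of 47 sites were lower and 17 higher in both clones. Whether the Mat2a difference comes from the loss of METTL5 was left open. The other non-responsive sites were not covered there. Calls outside the METTL3 motif as the whole source are argued against by the 30.8% of non-responsive sites in a DRACH motif (exact binomial interval from 25.3% to 36.8%), above the 8.59% of all positions. The share was far below that of responsive sites, so calls outside the motif may make up the rest. The non-responsive set includes 49 sites with a smaller but significant decrease in Fisher's exact test, which may raise its DRACH share. The share without them was not computed, so the source of fully unresponsive calls is not decided. The Mat2a sites themselves lie outside DRACH.

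All 5 Mat2a sites have the called A as the second A of TACAGA. Methylation in the sequence shared by the Mat2a sites was tested as a source of the non-responsive sites of other genes. Of these, 0 of 258 had the sequence, and so did 0 of 5802 responsive sites, while 549 covered positions in other genes have it. So it does not account for the non-responsive sites outside Mat2a. Outside both groups, 1 m6A site has it, on Ppil1 (CTTACAGAATA), named after its values were seen. Its level was 21.7% of 129 reads in DMSO, under the threshold for these groups, and 34.5% of 139 reads in STM2457, a rise (Fisher's exact test, adjusted p = 0.024). Whether the sequence is methylated apart from METTL3 in other genes was therefore left open. The Tdgf1 site in the Mettl5 dataset has the same 6 bases, and in DMSO it was below 25%.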
